A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "Metabolic regulation of telomere silencing by SESAME complex-catalyzed H3T11 phosphorylation" (2021).

How the data were processed

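Gene expression of budding yeast (Saccharomyces cerevisiae) was measured by RNA sequencing of total RNA in 16 libraries from 12 biological samples. The labels place the samples in 6 groups of 2 biological replicates: control, serine (cells treated with serine), WT (wild type), CK2 (named so in the labels, which do not say what it denotes), YBL574 (a strain that carries its H3 and H4 genes on a plasmid) and H3T11A (a mutant in which threonine 11 of histone H3 is replaced by alanine). For YBL574 and H3T11A, 2 libraries were made from each RNA extraction, and these are called the first and second technical library below. Replicate numbers were taken from the titles. The title and the description of 1 CK2 library disagree on its replicate number, and the title was followed (CK2 replicate 2). Per the labels, all cells were grown in rich medium (YPD), and Illumina libraries were prepared by standard protocols.

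The authors deposited 1 table of RPKM values (reads per kilobase of gene, scaled to the read total of the library), with 7125 genes in rows and a column for each of the 16 libraries. The aligner, the counting method, the annotation, the genome build, the use of strand and the read total that served as the denominator were not stated for these libraries. The study names the sacCer3 assembly for its ChIP-seq data, which is the same assembly (R64) as the NCBI reference used here for gene names, lengths, coordinates and GC content. Of the 7125 gene identifiers, 6162 (86.5%) matched that reference by systematic name or by a unique symbol, and the others have no coordinates below. All coordinates are 1-based positions in R64. Reads shared between near-identical genes could be split or counted more than 1 time by the authors' counting, so values of the histone gene copies, the mating-type cassettes, COS8, PHO11 and SOR1 are uncertain, as are those of overlapping and antisense genes.

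The table holds no read totals, but low values carry them. Within a library, RPKM times gene length should step by whole reads, and the read total that makes these steps whole was fitted over 5988 nuclear protein-coding genes. With the fitted totals, between 96.7% and 98.7% of values of at most 100 reads lay within 0.1 of a whole number. The fitted totals ran from 8774152 (H3T11A replicate 3, second technical library) to 18078705 reads (YBL574 replicate 3, first technical library). Summed over matched genes, the recovered reads numbered 12685000 to 16737642 per library, more than the fitted total in most libraries. Gene lengths here ran from start to end, introns included, and overlapping genes were each counted. These sums may therefore exceed the reads, and they do not show what the denominator was. On 16 simulated libraries of 5988 genes the fit returned the known total with an error of at most 0.002%. These were made from whole counts and the same gene lengths. They therefore do not test for other lengths or shared reads in the authors' counting. These totals give the precision of low values: 3 reads in a gene of 1 kb, taken as the floor, correspond to an RPKM between 0.166 and 0.342. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. The ratio of recovered reads in matched genes to the fitted total was between 0.926 and 1.503. These sums were thus not at a common total, though the gene lengths used may affect them.

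Technical libraries of 1 RNA extraction were averaged on the RPKM scale, which left 12 biological replicates. The comparisons were serine with control, CK2 with WT, and H3T11A with YBL574. The design, the rule for named genes and the alternatives not marked otherwise below were fixed before the data were examined. The design foresaw a count-based test or, for normalized values, limma, and the RPKM values required the latter. RPKM values were transformed as log2(RPKM + 1), so every log2 fold change is on this scale and understates the change of genes with low values. Genes with an RPKM of at least 1 in at least 2 biological replicates were tested (6727 genes), and this filter was chosen because the planned filter needs read counts. A linear model with all 6 groups and no covariates was fitted with limma version 3.58.1 (lmFit, and eBayes with an intensity trend) in R version 4.3.3. All groups thus shared 1 estimate of the spread per gene, with 6 residual degrees of freedom. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 6727 genes, with a threshold of 0.05. Every adjusted p below comes from limma unless another test is named.

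Gene sets were tested with camera, a competitive test in limma, with the inter-gene correlation estimated from the data. The sets were genes within 20 kb of a chromosome end and genes whose symbol is ATG and a number. Camera p-values were adjusted over the 6 set tests, and under an alternative likewise, with the original p-value for a set on which the alternative was not run. Overlap of gene lists was tested with Fisher's exact test against the 6727 genes tested. Correlations of log2 fold changes are Spearman's rho across genes, which are not independent replicates, and have no p-value.

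The model was tested on simulated values for 6727 genes with the fitted spread, with 200 genes changed by 1 log2 unit. Of these 200, between 75.5% and 80.5% were called in the 3 comparisons, with 5 to 12 false calls. Every group had the same simulated spread per gene, as the model assumes, whereas the H3T11A and CK2 replicates differed more than the others. The simulation therefore does not test for false calls under unequal spread. Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

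The genes named in the report follow a rule. It has a list of 28 genes (SIR genes, telomere-proximal genes, autophagy genes, SESAME subunits, histone genes and casein kinase 2 genes). It adds, for each comparison, the 3 largest and the 3 smallest log2 fold changes among genes past the threshold whose groups do not overlap in any replicate. Genes named outside this rule were chosen after their values were seen.

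Control and serine, and likewise WT and CK2, share the replicate numbers 2 and 3 in the titles, which is where any pairing comes from. H3T11A (1 and 3) and YBL574 (2 and 3) share only number 3. Alternatives were the filter on low values, the pseudocount (0.1), a fit on the 2 groups compared, a minimum fold change of 2, the replicate number as a block, 1 technical library only, the distance that defines the telomere set (10 kb and 30 kb), a preset inter-gene correlation of 0.01 and leaving out each replicate in turn. Alternatives chosen after the data were seen were, for the gene sets, the filter of at least 1 RPKM in every library, the pseudocount, the fit on the 2 groups and the second technical library, and for other results scaling of the samples by their upper quartile or by the median of ratios, voom (limma) on the recovered reads, crossed replicate numbers, and leaving out chromosome V, mitochondrial and mating-type genes.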

Results

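Transcript levels were measured in 6 groups of yeast cells with 2 biological replicates each, as RPKM values of 7125 genes. Between 6606 and 6892 genes had a value above 0 in a library, and the median RPKM of all genes was between 22.3 and 35.6. Fitted read totals (the RPKM denominators) were 11894651 and 11738004 for control, and 12648802 and 12353607 for serine. They were 12173701 and 12350886 for WT, and 14019025 and 13125385 for CK2. For the 4 YBL574 libraries they lay between 11864562 and 18078705, and for the 4 H3T11A libraries between 8774152 and 13435026. Recovered reads in matched genes, which the gene lengths used may inflate, numbered 12685000 to 16737642 per library. Pearson's r of log2(RPKM + 1) between the 2 biological replicates, across 6727 genes, was 0.993 for control, 0.994 for serine, 0.991 for WT and 0.993 for YBL574. It was 0.974 for CK2 and 0.971 for H3T11A. The SD of the log2 difference between replicates was 0.54 in H3T11A and 0.48 in CK2, against 0.25 to 0.30 in the other 4 groups.

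The labels were first checked on casein kinase 2 and histone genes. The labels do not say what CK2 denotes. CKA1 (YIL035C, chromosome IX, 287790 to 288908), which encodes a catalytic subunit of casein kinase 2, had an RPKM of 62.2 ± 6.62 (SD, n = 2) in WT. In CK2 its values were 0.064 and 0.068, which is 1 read in each library. Taken against the floor of 3 reads (0.204 RPKM), CKA1 was at least 305-fold lower in CK2. The other casein kinase 2 genes CKA2, CKB1 and CKB2 did not pass the threshold between CK2 and WT, with log2 fold changes of -0.17, -0.10 and 0.22. CKB2 passed in a fit of the 2 groups alone (adjusted p = 0.0396), and over the alternatives its adjusted p ran from there to 0.252. A point mutation leaves no trace in gene-level values, so H3T11A could be checked only through the histone gene copies. HHT1 (YBR010W, chromosome II, 256331 to 256741) was at 1140 ± 80.3 RPKM in YBL574 and 8.28 ± 2.12 in H3T11A (SD, n = 2 each). HHT2 (YNL031C, chromosome XIV, 575640 to 576050) was at 243 ± 26.1 and 1040 ± 171 RPKM, respectively. The H4 genes followed the same order, with log2 fold changes of -4.09 ± 0.15 (SE) for HHF1 and 1.76 ± 0.15 for HHF2. The H3T11A and YBL574 samples therefore expressed different H3 and H4 gene copies, and reads shared between the copies make the separate values uncertain.

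The serine comparison asked how added serine, which feeds the SESAME complex of metabolic enzymes that phosphorylates H3T11, changes transcription. Of 6727 genes, 90 passed the threshold, 48 higher and 42 lower in serine. The control and serine samples share replicate numbers, and the deviations of same-numbered samples from their group means were negatively related across genes (Spearman's rho -0.153). With the replicate number as a block in a fit of these 2 groups, 0 genes passed the threshold, and 1162 had an unadjusted p under 0.05. With the numbers crossed, 0 genes passed and 1547 had an unadjusted p under 0.05. Without the block, a fit of the same 2 groups also called 90 genes, of which only 39 were among the 90 from all groups.

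CHA1 (YCL064C, chromosome III, 15798 to 16880), which encodes a serine and threonine deaminase, rose from 1.99 ± 0.258 RPKM in control to 808 ± 17.1 in serine (SD, n = 2 each). Its log2 fold change was 8.08 ± 0.34 (SE, adjusted p = 1.37e-05). DIP5 (YPL265W, chromosome XVI, 41043 to 42869), an amino acid permease gene, rose from 13.2 ± 1.25 to 407 ± 0.556 RPKM, and LEU1 (YGL009C, chromosome VII, 476313 to 478652) rose from 216 ± 38.2 to 1310 ± 183. ARO10 (YDR380W, chromosome IV, 1234218 to 1236125) had the smallest log2 fold change, -4.46 ± 0.21 (SE, adjusted p = 1.94e-05), with 270 ± 19.8 RPKM in control and 11.4 ± 1.17 in serine. ARO9 (YHR137W, chromosome VIII, 375709 to 377250) fell from 144 ± 15.9 to 7.76 ± 0.386 RPKM, and SMP1 (YBR182C, chromosome II, 593506 to 594864) fell from 68.0 ± 1.78 to 22.0 ± 1.76. With the replicate number as a block, the adjusted p was 0.108 for CHA1 and 0.206 for ARO10, and with crossed numbers it was 0.0502 for each. With 1 residual degree of freedom, these values are little evidence against the changes.

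Of the 28 listed genes, 27 could be tested and 0 passed the threshold in the serine comparison, whether adjusted over the list or over all genes. YFR057W, 0.6 kb from the right end of chromosome VI, was below 1 RPKM in all 12 biological replicates and was not tested. COS8 (YHL048W, chromosome VIII, 6401 to 7546), 6.4 kb from the chromosome end, was at 139 ± 5.48 RPKM in control and 140 ± 13.0 in serine. SIR2 (YDL042C, chromosome IV, 376757 to 378445) was at 19.6 ± 1.25 and 19.3 ± 0.549 RPKM. The 233 tested genes within 20 kb of a chromosome end had a median log2 fold change of 0.043 (limma's camera, adjusted p = 0.72 over the 6 set tests), against 0.004 for all genes. The 37 ATG genes had a median of 0.078 (adjusted p = 0.72). Before adjustment the camera p-values were 0.72 and 0.618. With the replicate number as a block, the camera p was 0.414 for the telomere set and 0.588 for the ATG set, and with crossed numbers it was 0.818 and 0.265. Neither set was past the threshold in any of these fits.

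**Figure D1:**
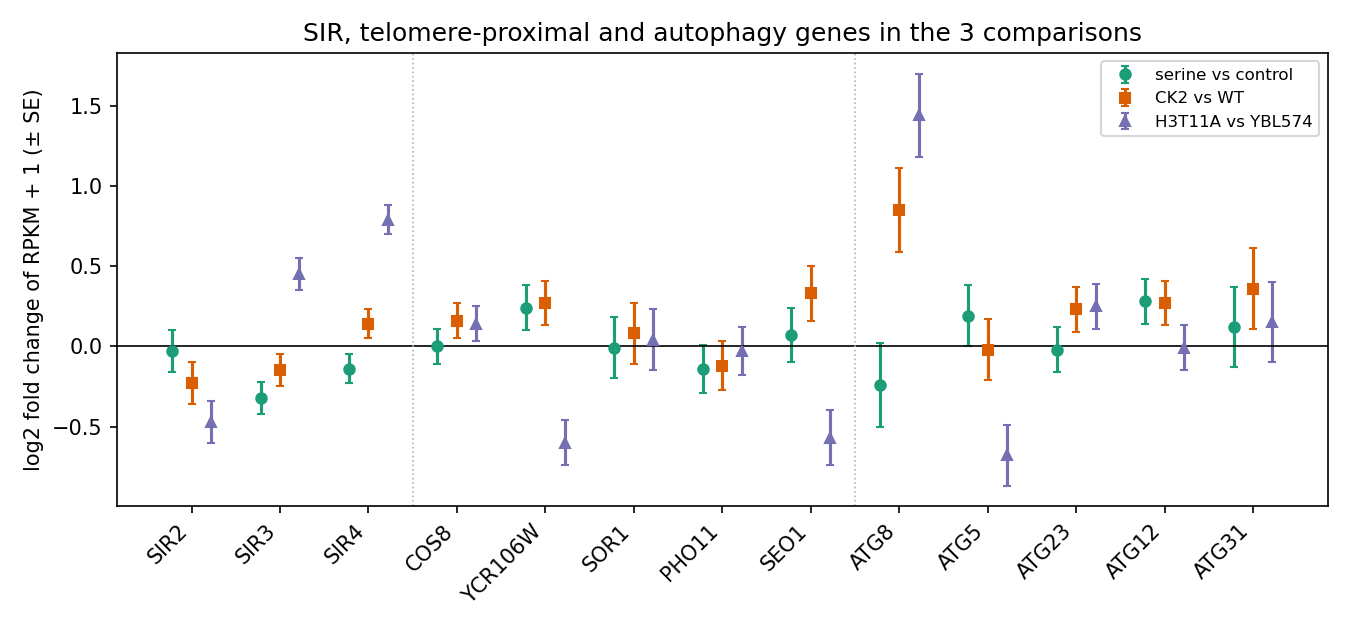
Log2 fold change (y axis, on the RPKM + 1 scale) of 13 listed genes (x axis) in the 3 comparisons, where points are limma estimates and bars are their SE. ATG8 reached 0.85 in CK2 and 1.44 in H3T11A, whereas SIR2 was below 0 in all 3 comparisons and passed the threshold only in H3T11A.

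CK2 was compared with WT. Of 6727 genes, 2083 passed the threshold, 1100 higher and 983 lower in CK2. The setting that moved this count most with the threshold unchanged was a fit of the 2 groups alone, with 2938 genes. The share of higher genes was 52.8%, and it ran from 44.8% with voom to 64.4% with upper-quartile scaling. The 3 largest log2 fold changes belonged to genes of mating type alpha. MF(ALPHA)1 (YPL187W, chromosome XVI, 193648 to 194145), the alpha-factor gene, was at 2.54 ± 0.141 RPKM in WT and 363 ± 32.2 in CK2 (SD, n = 2 each), a log2 fold change of 6.68 ± 0.14 (SE, adjusted p = 1.01e-08). HMLALPHA1 (chromosome III, 13282 to 13809) was at or under the floor in WT and at least 35.9-fold higher in CK2, and MATALPHA1 (chromosome III, 200442 to 200969) rose by 3.70 log2 units. These copies are near-identical, and their reads cannot be told apart. The 3 smallest belonged to genes of mating type a. MFA2 (YNL145W, chromosome XIV, 352414 to 352530), an a-factor gene, was at 917 ± 26.1 RPKM in WT and 4.39 ± 0.686 in CK2, a log2 fold change of -7.42 ± 0.23 (SE, adjusted p = 2.09e-07). HMRA1 (chromosome III, 293835 to 294321) was at 190 ± 4.4 RPKM in WT and at 0 and 0.4 in the CK2 replicates, under the floor of 3 reads. Its value may include reads of other mating-type copies, so it does not show expression from the silent locus in WT. AGA2 (YGL032C, chromosome VII, 436570 to 436833) was at 208 ± 14.6 RPKM in WT and 1.95 ± 0.304 in CK2.

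The change between CK2 and WT was uneven across the genome. The 295 tested genes of chromosome V had a median log2 fold change of 0.90, and 278 of them (94.2%) were higher in CK2. The medians of the other 15 nuclear chromosomes lay between -0.07 and 0.02. Each CK2 replicate set against the WT mean gave a chromosome V median of 0.88 (replicate 2) and 0.87 (replicate 3). In the serine and H3T11A comparisons the chromosome V medians were 0.01 and -0.04. Without chromosome V, mitochondrial and mating-type genes, 1802 of 6380 genes passed the threshold, 843 higher and 959 lower.

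**Figure D2:**
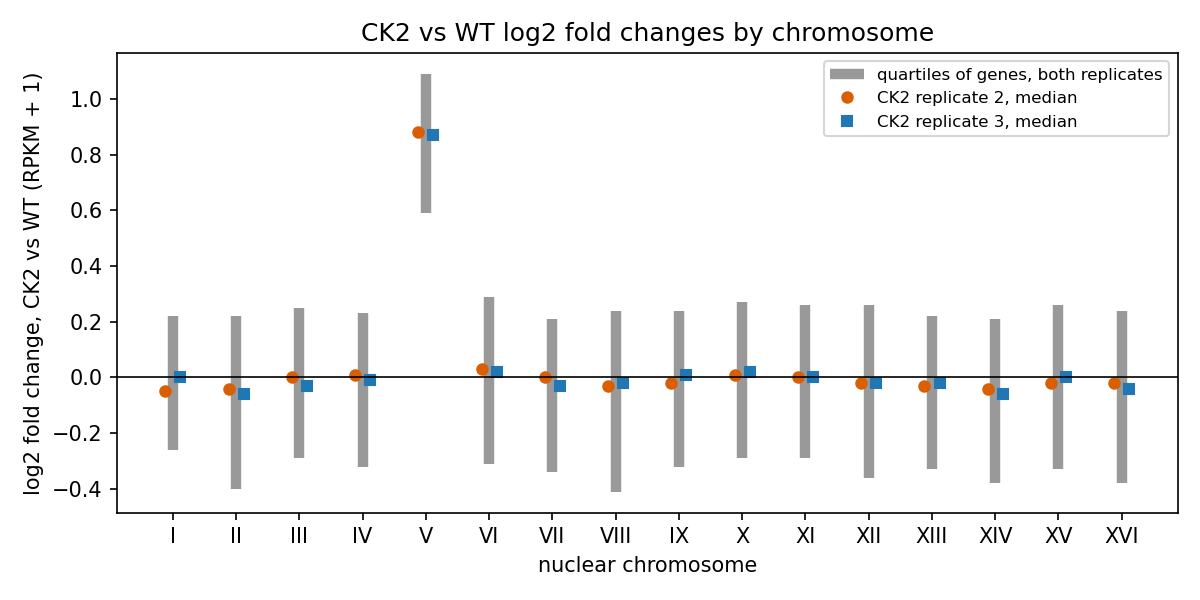
Log2 fold change between CK2 and WT (y axis, RPKM + 1 scale) for the tested genes of each nuclear chromosome (x axis). Points are the medians of each CK2 replicate against the WT mean, and bars span the quartiles of genes; chromosome V stands at 0.88 and 0.87, and the other medians lie near 0.

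The 2 CK2 replicates differed in mitochondrial transcripts. COX1, a mitochondrial gene chosen after its values were seen, was at 0.711 RPKM in CK2 replicate 2 and 941 in CK2 replicate 3. COX3 was at 2280 RPKM in replicate 2 and 1330 in replicate 3. Mitochondrial genes made up 0.3% of RPKM times gene length in replicate 2, 3.7% in replicate 3, and 6.6% and 5.3% in the WT replicates.

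**Figure D3:**
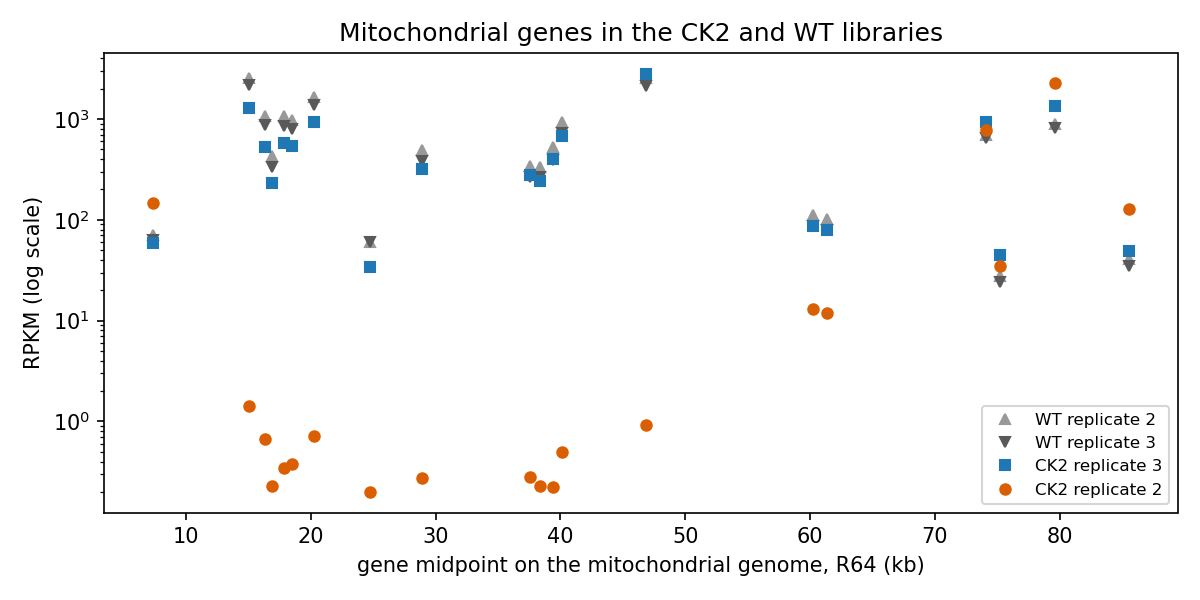
RPKM (y axis, log scale) of 20 mitochondrial genes with at least 10 RPKM in WT and CK2 replicate 3, by the position of the gene's midpoint (x axis, kb, R64 assembly), with a point for each replicate. CK2 replicate 2 lies below 2 RPKM for the 13 genes between 13818 and 46953 and at 772 RPKM for COX2 and 2280 RPKM for COX3; the 21S ribosomal RNA was at 13.0 RPKM there and 86.3 in CK2 replicate 3.

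Genes near telomeres were examined because the study asked whether H3T11 phosphorylation keeps them silent. In CK2 the telomere set had a median log2 fold change of 0.111, with 139 of 233 genes higher in CK2 (camera, adjusted p = 0.72 over the 6 set tests). In the set, 58 genes were past the threshold as higher and 22 as lower. Without chromosome V, mitochondrial and mating-type genes the median was 0.081, with 125 of 217 genes higher. With all genes kept, it was 0.207 within 10 kb of an end (72 of 111 higher) and 0.093 within 30 kb (218 of 375 higher). None of the 5 listed telomere-proximal genes that could be tested passed the threshold. The log2 fold change was 0.16 ± 0.11 (SE) for COS8 and 0.33 ± 0.17 for SEO1. YCR106W (chromosome III, 310958 to 313456), 3.2 kb from the end, was at 16.2 ± 0.144 RPKM in WT and 19.7 ± 0.188 in CK2 (adjusted p = 0.165), and passed in the fit of the 2 groups alone (adjusted p = 0.041). SIR2, SIR3 and SIR4 did not pass either, with log2 fold changes of -0.23, -0.15 and 0.14. The ATG set had a median of 0.233, with 29 of 37 genes higher, and did not pass (camera, adjusted p = 0.72), the estimated correlation between its genes being 0.38. ATG8 (YBL078C, chromosome II, 80378 to 80731) rose from 55.9 ± 8.87 to 101 ± 1.31 RPKM, a log2 fold change of 0.85 ± 0.26 (SE, adjusted p = 0.0341). Of the 27 listed genes tested, 6 passed the threshold both over the list and over all genes, namely ATG8, SAM2, HHT1, HHF1, HHF2 and CKA1.

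H3T11A was compared with YBL574, a strain whose histone plasmid carries the unmutated H3, to find the effect of losing the phosphorylated residue. In the fit of all groups 2740 genes passed the threshold, 1284 higher and 1456 lower in H3T11A. The balance of directions depended on the scaling, with 1560 higher and 1226 lower under upper-quartile scaling, 1422 and 1360 under median-of-ratios scaling, and 1426 and 1333 with voom. The count depended on the groups in the fit. In a fit of the 2 groups alone, 224 genes passed, 54 higher and 170 lower, and 220 of these were among the 2740. That fit has its own spread and also fewer residual degrees of freedom (2, against 6), and these differences were not separated for H3T11A. The same change left the serine count at 90 and raised the CK2 count from 2083 to 2938. Fewer degrees of freedom thus do not lower the count in every comparison. The replicates of H3T11A differed more than those of any other group, while the fit of all groups assigns 1 spread per gene to all of them. No fit with the replicate number as a block was possible, since these groups share 1 number.

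The largest log2 fold change was that of TRP1 (YDR007W, chromosome IV, 461842 to 462516), at 0.678 ± 0.404 RPKM in YBL574 and 98.1 ± 1.52 in H3T11A (SD, n = 2 each), or 5.91 ± 0.15 (SE, adjusted p = 8.86e-08). URA1 (YKL216W, chromosome XI, 25215 to 26159) rose from 62.0 and 68.4 RPKM in the YBL574 replicates to 724 and 749 in the H3T11A replicates. YDR008C, which did not match the reference and for which reads shared with a neighbouring gene could not be examined, rose by 3.24 log2 units, from 0.083 to 9.27 RPKM. The smallest were those of HHT1 and HHF1, given above, and of ARG1 (YOL058W, chromosome XV, 219211 to 220473), which fell from 356 ± 18.5 to 23.6 ± 6.11 RPKM. URA3 (YEL021W), chosen after its values were seen, was at 278 and 379 RPKM in the YBL574 replicates and at 85.4 and 99.6 in the H3T11A replicates. H3T11A and YBL574 thus differed in auxotrophic marker genes as well as in the histone gene, and the comparison cannot separate these differences.

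Transcripts of the SIR genes moved in different directions. SIR2 was at 17.3 ± 3.01 RPKM in YBL574 and 12.2 ± 1.35 in H3T11A, a log2 fold change of -0.47 ± 0.13 (SE, adjusted p = 0.0179). SIR3 (YLR442C) and SIR4 (YDR227W) had log2 fold changes of 0.45 ± 0.10 (adjusted p = 0.00761) and 0.79 ± 0.09 (adjusted p = 0.000392). In the fit of the 2 groups alone the adjusted p was 0.169 for SIR2, 0.116 for SIR3 and 0.0556 for SIR4.

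Near telomeres, YCR106W fell from 18.7 ± 1.03 to 12.1 ± 3.03 RPKM (log2 fold change -0.60 ± 0.14 SE, adjusted p = 0.0085), and SEO1 (YAL067C, chromosome I, 7235 to 9016), 7.2 kb from the end, fell from 2.01 ± 0.297 to 1.03 ± 0.00707 RPKM. COS8, SOR1 (YJR159W, 8.6 kb from the end of chromosome X) and PHO11 (YAR071W, 3.4 kb from the end of chromosome I) did not pass the threshold, with log2 fold changes of 0.14, 0.04 and -0.03. YFR057W was at 0.746 ± 0.144 RPKM in YBL574 and 0.525 ± 0.0279 in H3T11A. In the fit of the 2 groups alone, neither YCR106W (adjusted p = 0.14) nor SEO1 (adjusted p = 0.139) passed. The telomere set had a median log2 fold change of -0.066 (camera, adjusted p = 0.72), and the median of all genes was -0.061. In the set, 93 of 233 genes were higher in H3T11A, and 22 genes were past the threshold as higher and 47 as lower. With upper-quartile scaling the medians were 0.024 for the set and 0.027 for all genes, and 121 of the 233 genes were higher. The number higher was 108 with median-of-ratios scaling and 101 with voom, so the lean towards lower values depended on the scaling. No listed telomere-proximal gene was higher in H3T11A past the threshold.

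The ATG set had a median log2 fold change of 0.24 in H3T11A, with 26 of 37 genes higher, and did not pass (camera, adjusted p = 0.72). Across the 4 pairings of an H3T11A with a YBL574 replicate, the median ran from -0.068 to 0.346. ATG8 was at 22.5 and 23.5 RPKM in the YBL574 replicates, 45.4 in H3T11A replicate 1 and 90.4 in H3T11A replicate 3, a log2 fold change of 1.44 ± 0.26 (SE, adjusted p = 0.00276). ATG5 (YPL149W, chromosome XVI, 271310 to 272194) had a log2 fold change of -0.68 ± 0.19 (adjusted p = 0.0208). ATG23, ATG12 and ATG31 did not pass, with 0.25, -0.01 and 0.15. In the fit of the 2 groups alone the adjusted p was 0.0856 for ATG8 and 0.157 for ATG5. Of the 27 listed genes tested, 15 passed the threshold over the list and over all genes. Among them were the SESAME genes CDC19 (log2 fold change 0.83), SER33 (-0.95) and ACS2 (0.61), which did not pass in the fit of the 2 groups alone.

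The changes in CK2 and in H3T11A were then compared with each other. Of the 6727 genes, 962 were past the threshold in both CK2 and H3T11A (odds ratio 1.38, two-sided Fisher's exact test p = 1.29e-09). Of these, 307 were higher in both, 265 were lower in both and 390 moved in opposite directions. Both lists rest on the same spread per gene, which by itself can make them overlap. Fisher's test also takes genes as independent, so its p-value may be too small. With calls from the fits of 2 groups, the overlap was 98 genes (odds ratio 1.00, Fisher's exact test p = 1). Across the 6727 genes, Spearman's rho of the log2 fold changes was 0.159 for CK2 and H3T11A, and between 0.058 and 0.228 over the 16 choices of single replicates. For serine and H3T11A it was -0.098, and between -0.138 and -0.002 over the 16 choices.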

Values the study reported

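The study placed the telomere-proximal genes COS8, YCR106W, SOR1, PHO11 and SEO1 at 6.4 kb, 3.2 kb, 8.6 kb, 3.4 kb and 7.2 kb from a chromosome end.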

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

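Alternatives that need read counts (DESeq2, and edgeR with upper-quartile factors) were not run, since the deposited values are RPKM. Some settings below were chosen after the data were seen: both scalings, voom on recovered reads, crossed numbers, leaving out chromosome V, mitochondrial and mating-type genes, and 4 of the settings for the gene sets (named above).

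The count of genes past the threshold in H3T11A (2740) fell to 224 in the fit of the 2 groups alone, and all other settings that kept the threshold gave 2620 to 2786 genes. The share of higher calls was 46.9%, and it was 56.0% with upper-quartile scaling, 51.1% with median-of-ratios scaling and 51.7% with voom, where most calls were higher in H3T11A. It was 24.1% in the fit of the 2 groups and 30.7% with a minimum fold change of 2. A minimum fold change of 2 left 538, 165 higher and 373 lower. The overlap of CK2 and H3T11A fell from 962 to 98 genes in fits of 2 groups. The cause was not tested. The fit of all groups uses a spread shared with other groups, and the H3T11A replicates have a larger spread (SD of the log2 difference 0.54, against 0.25 in YBL574). The fit of the 2 groups also has fewer residual degrees of freedom (2, against 6), though the serine and CK2 counts did not fall in such fits. Of the 31 named genes tested in this comparison, 11 no longer passed in the fit of the 2 groups.

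In the serine comparison, the fit of the 2 groups alone called as many genes as the fit of all groups (90), but only 39 of them were the same genes. With the replicate number as a block, 0 passed (1162 at an unadjusted p under 0.05), and with crossed numbers 0 passed (1547 unadjusted); both leave 1 residual degree of freedom, and the cause was not tested further. Voom on recovered reads called 167 genes, 52 higher and 115 lower, so the share of higher calls went from 53.3% to 31.1%; the cause was not tested. Most calls were also lower with upper-quartile scaling (44 higher, 51 lower, 46.3% higher) and median-of-ratios scaling (43 and 48, 47.3%). A minimum fold change of 2 left 36 genes, 25 higher and 11 lower (69.4% higher).

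For CK2, a minimum fold change of 2 left 537 of 2083 genes, 60.5% of them higher. Upper-quartile scaling kept a similar count (2061) but moved the share of higher calls from 52.8% to 64.4% (1327 higher, 734 lower). It was lower with median-of-ratios scaling (46.2%, 968 higher and 1126 lower), voom (44.8%, 944 and 1163), the replicate block (45.7%), the fit of the 2 groups (47.3%) and without chromosome V, mitochondrial and mating-type genes (46.8%), where most calls were lower in CK2. Same-numbered WT and CK2 samples did not deviate together (Spearman's rho -0.011 across genes). With the replicate number as a block, 2591 genes passed, and the camera p was 0.323 for the telomere set and 0.321 for the ATG set. That rho and this fit follow the title of a CK2 library whose description gives a different replicate number. Under the description, that library would have no WT partner, and no such fit would be possible.

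No gene set passed the threshold under any setting run, with adjustment over the 6 set tests. The smallest adjusted p-values came with the inter-gene correlation of limma's camera preset to 0.01: 0.0582 for the CK2 telomere and ATG sets (0.0194 and 0.0113 before adjustment) and 0.0899 for the H3T11A ATG set (0.0449 before adjustment). Under the other settings the smallest was 0.588. The median of the H3T11A telomere set reversed to 0.024 with upper-quartile scaling, which moved the median of all genes from -0.061 to 0.027 as well. Leaving out each replicate in turn gave medians from 0.019 to 0.059 for the serine telomere set, 0.103 to 0.149 for the CK2 telomere set, -0.135 to -0.032 for the H3T11A telomere set and 0.001 to 0.381 for the H3T11A ATG set. The last range comes from the H3T11A replicates: without replicate 3 the median was 0.001. The rho of CK2 with H3T11A ranged from 0.085 to 0.187 when each replicate was left out in turn.

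Named genes near 0 changed sign with median-of-ratios scaling: COS8 in serine (-0.02), PHO11 in H3T11A (0.008) and ATG12 in H3T11A (0.034). Under it CKB1 no longer passed in H3T11A. In CK2, 5 named genes (YCR106W, SER33, SHM2, SAM1 and CKB2) passed in the fit of the 2 groups, and 3 (ATG31, SHM2 and SAM1) with the block, that did not pass in the fit of all groups. The 6 named genes past the threshold in serine did not pass with the block under either numbering. No paired analysis was possible for H3T11A because H3T11A and YBL574 share only 1 replicate number. Leaving 1 replicate out leaves an arm with 1 sample, so no calls were made there; 6 named genes in serine, 3 in CK2 and 5 in H3T11A changed sign when a replicate was left out, while genes past the threshold did not, which follows from their groups not overlapping and shows no stability.

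With fitted totals of 8774152 to 18078705 reads per library, depth limits the lowest genes. YFR057W stayed below 1 RPKM in every biological replicate, and was not tested.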

Other observations

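All tests in this part were chosen after the patterns had been seen, and so were the cutoffs that decided them. Each explanation is offered as a hypothesis about these libraries.

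Chromosome V was higher in both CK2 replicates. A candidate explanation is an extra copy of chromosome V in the CK2 cells. In 12 windows of 50 kb with at least 5 tested genes, the lowest window median log2 fold change was 0.61 and the highest was 1.00. Against the WT mean, the window medians ran from 0.61 to 1.02 in replicate 2 and from 0.62 to 0.98 in replicate 3. The chromosome V median of 0.90 is a 1.86-fold difference. Scaling between libraries would move the other chromosomes too, and their largest absolute median was 0.07. Regression on GC content, gene length and WT expression left the chromosome V median at 0.90, a correction that did not move the value and so decides nothing. As another test after it, each chromosome V gene was matched to the gene on another nuclear chromosome nearest in these properties, and the matched genes had a median of -0.09, so these properties do not account for the shift. An extra chromosome may lie behind the 225 chromosome V genes past the threshold as higher in CK2, but no DNA data were analysed here.

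CK2 and WT expressed opposite sets of mating-type genes. The 7 a-specific genes had log2 fold changes from -7.42 to -2.90 in CK2, and the 4 alpha-specific genes had from 0.99 to 6.68, with a median of 3.04. MFA2 was at 3.62 RPKM in control and 1180 in YBL574, so control was near CK2 and YBL574 near WT. A candidate explanation is that the CK2 and WT strains were of opposite mating type. The lists were written after genes such as MFA2 had been seen to differ, so their medians cannot decide it. Expression from the silent mating-type loci would lower haploid-specific genes, and the median of 7 of them was -0.40, with a range from -1.39 to 0.44, which leaves this open. HMRA1 was added after that value was seen, and its 2 values in CK2 were 0 and 0.4 RPKM (mean 0.2). A mixture of cell types would leave a-specific genes at a sizeable share of their WT level. The highest was STE6, at 11.9% of WT, more than the few percent set as the mark for no mixture, and it was at 6.61 RPKM in control. ASG7 was at 10.2% of WT, with 2.69 RPKM in CK2 and 0.605 in control. The lowest was added after the value of STE6 was seen, and MFA2 was at 0.479% of WT. Both HMRA1 and MFA2 were already known to be among the most lowered genes in CK2, so their values could not have come out otherwise and are not independent tests. Taken as measurements, they leave little room for these explanations: an expressed silent locus would give HMRA1 transcripts, and if a cells in CK2 expressed MFA2 as WT does, their share would be at most about that of MFA2. Genes not picked for the pattern would be needed to exclude them. Opposite mating type of the strains is thus a hypothesis.

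CK2 replicate 2 had almost no transcripts from part of the mitochondrial genome. Of 20 genes with at least 10 RPKM in WT and CK2 replicate 3, the 13 between positions 13818 and 46953 had log2 ratios of replicate 2 to replicate 3 from -10.5 to -4.88. Loss of part of the mitochondrial genome may explain this, and 0 genes within the stretch kept their level, but the stretch and the log2 cutoff of -3 were set on these same genes, several of which overlap. Poorer recovery of mitochondrial RNA as a whole would lower the other 7 genes too. Their median log2 ratio was -0.27, with a range from -2.64 (21S ribosomal RNA) to 1.39 (RPM1), but they are the genes left after the low ones were taken. Counted over all 20 genes instead, 3 were higher in replicate 2. COX3 was at 2280 RPKM in replicate 2 and 1330 in replicate 3, the 15S ribosomal RNA at 146 and 59.4, and RPM1 at 129 and 48.6, whereas OLI1 was at 0.926 and 2800. A loss common to all mitochondrial RNA would not give these values. A mislabelled library would express CKA1, which was at 0.064 RPKM. The CK2 group thus averages samples that differ widely in these transcripts.

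The second technical libraries differed from the first in the same genes. Across 6727 genes, the log2 differences of any 2 of the 4 RNA extractions had a Spearman's rho between 0.66 and 0.75, which sampling noise would not give. NOP16, which had the most negative mean difference, was lower in the second library by -2.23 log2 units, and 111 genes moved by at least 1 log2 unit on average. The mean difference had a rho of 0.27 with GC content, 0.25 with expression level and -0.06 with gene length. GC content and expression level may account for part of the difference and cannot be excluded. No biological explanation was tested, since both libraries come from the same RNA. H3T11A and YBL574 each have both kinds of library.

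H3T11A replicates 1 and 3 differed more than the replicates of any other group. The difference was alike in the first and second technical libraries (rho 0.80 across genes), so noise of single libraries does not account for it. A candidate explanation is a different growth or stress state of the cultures. The 12 listed stress-response genes were all higher in replicate 3, with a median log2 difference of 1.17, above the medians of all 10000 random lists matched on expression. The list was written after several of these genes had been seen to differ, so it cannot decide the question. The 132 ribosomal protein genes had a median difference of -0.73, and 1 was higher in replicate 3.

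TRP1 and URA3 differed between H3T11A and YBL574. If tryptophan synthesis moved as a pathway, its other 4 genes would follow TRP1 (log2 fold change 5.91), and their median log2 fold change was -0.38. That value does not test for different markers or genotypes of the strains, but the strain descriptions of the study bear on them. They give H3T11A a TRP1-marked plasmid with HHT2 and HHF2 in a trp1 background, put in place of the unmutated histone plasmid by counter-selection, and they place an HHF1-HHT1 plasmid in YBL574. Such plasmids may account for TRP1 and for part of the difference in histone copies, which was not tested. HHT2 and HHF2 were still at 243 and 161 RPKM in YBL574, which a plasmid with HHF1 and HHT1 alone would not give unless reads are shared between the copies. The strain list also gives a TRP1 plasmid to a wild type of this background, while TRP1 was at 0.964 and 0.393 RPKM in the YBL574 replicates. The lower URA3 may likewise come from a lost plasmid marker, which was not tested. LEU2 (log2 fold change -1.06, adjusted p = 0.00185) and LYS2 (-0.46, adjusted p = 0.00246) were also lower in H3T11A. MET17 did not pass (-0.57, adjusted p = 0.0984). The strain list gives H3T11A and a wild type of this background the same LEU2 and HIS3 insertions and the same lys2 allele. Whether the lower LEU2, LYS2, HIS3 (log2 fold change -1.51) and ARG1 follow from strain differences was not tested.

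Log2 fold changes in H3T11A rose with gene length (rho 0.31 across 5932 protein-coding genes, 0.35 for replicate 1 and 0.24 for replicate 3), against 0.13 in CK2 and -0.12 in serine. Short ribosomal protein genes alone do not account for it, since rho was 0.30 without them. The difference between technical libraries had a rho of -0.03 with length, but a length bias shared by both kinds of library, such as RNA degradation, was not tested and cannot be told apart from an effect of the mutation. Removing a cubic trend on gene length left the median of the ATG genes in H3T11A at 0.24, a correction that did not move the value and so decides nothing about it.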
